A study of Schizosaccharomyces pombe with 10 samples. Its data were reported in "A new phosphate-starvation response in fission yeast requires the endocytic function of myosin I" (2015).

How the data were processed

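Chromatin immunoprecipitation sequencing was available for 10 fission yeast (Schizosaccharomyces pombe) libraries in 4 groups. Myo1-GFP libraries came from cells whose class I myosin carried green fluorescent protein, with 3 replicates in high phosphate (rich medium, YES) and 3 in low phosphate (YES LowPi). NoIP libraries, whose strain the labels call wild type, numbered 2 in each condition. Per the labels, cells spent 4 h in the medium at 30°C, were brought to 0.5 OD per ml and were fixed in 3% formaldehyde for 30 min. The labels give the same pulldown on GFP-binding beads for every library, so they leave open whether NoIP stands for a pulldown from untagged cells or for chromatin without a pulldown. They name MiSeq and HiSeq instruments and reads of 50 or 100 bp, but not which library had which.

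The authors deposited a table of window signal for the 10 libraries. According to their methods, reads were aligned to the ASM294v2 genome with TopHat 2.0.12 and quantified in SeqMonk. The table has 126317 windows, of which 126306 are 200 bp long, placed every 100 bp. Each deposited signal value is a whole multiple of a smallest step that differs between libraries, and the values of each library sum to between 1427 M and 1574 M (M, mega). The signal was therefore taken as the number of reads in a window times a factor per library chosen by the authors. The definition of that factor, any removal of duplicate reads and any filter on mapping quality are not stated. If the smallest step is 1 read, the libraries held between 1.42 M and 43.8 M reads summed over the overlapping windows. That reading of the step was not established for most of the libraries, and depths in the text rest on it. Under it, counting error alone gave a median window a relative SD between 5.67% and 35.4%. Reads amplified from the same molecule are not independent, so these values cover counting error only. The test that had been planned for counts was not used, since the values are scaled signal.

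Windows above 0 in at least 2 libraries were kept, which left 126242, and 67 windows at 0 in all 10 libraries were among those left out. The signal was transformed as log2(value + 1), and each library was centred on its median window. Changes are on this log2 scale, and the pseudocount of 1 makes a window at 0 in a shallow library weigh heavily. Each window was tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), with 1 mean per group, all 10 libraries in the fit and two-sided tests. Benjamini-Hochberg adjusted p under 0.05 was the threshold. The contrasts were Myo1-GFP against NoIP in high phosphate, in low phosphate and over both conditions. Further contrasts were low against high phosphate within Myo1-GFP and within NoIP, and the interaction of phosphate with the kind of library (Myo1-GFP or NoIP). The strain changed in every comparison of Myo1-GFP with NoIP. Whether the pulldown changed with it is left open by the labels.

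Similarity of libraries was the mean Pearson r across windows of pairs with the same label minus that of pairs with different labels, with an exact one-sided permutation test of the labels. For 6 classes of windows and for 10 genes, the mean of their windows was compared between Myo1-GFP and NoIP by an exact two-sided permutation test within each condition. It has 100 arrangements, so the smallest possible p was 0.01. The 10 genes were also compared between low and high phosphate in the 6 Myo1-GFP libraries by an exact permutation test, where 3 against 3 cannot go below p = 0.1. The list held the tagged gene, 3 phosphate-responsive genes and 6 strongly transcribed genes. Gene classes came from the annotation given for ASM294v3, whose chromosomes I, II and III have the same lengths as those of the table. Centromere windows ran from the first to the last centromeric RNA that the table names on each chromosome, and telomere ends were the outer 40 kb of chromosomes I and II. Of the windows with a gene ID on those chromosomes, 99.4% carried an ID found in the annotation. The mitochondrial sequence differed in length from the annotated one, so its windows have no GC content here. Coordinates are those of the table. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

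The comparisons, the tests, the 10 genes, the naming rule and most alternatives were fixed before the data were examined. The rule named, per contrast, at most 5 regions with the largest change among windows past the threshold in which every library of one group lay above every library of the other. Where no window passed, it named at most the 3 windows with the smallest unadjusted p. Features outside this rule are said to have been chosen after their values were seen. The alternatives fixed in advance were no centring, quantile normalization, no filter, a filter on all 10 libraries, no trend, library weights estimated by limma (array weights), a threshold of 0.01, averages of 5 windows, fits on the groups compared, a replicate block, a loess correction on GC content with span 0.3, the block with that correction, a pseudocount of 0.1, removal of mitochondrial windows and of the highest 0.1% of windows, and each library left out in turn. A pseudocount of 1000, voom precision weights with library quality weights, the 8 deeper libraries alone, and these 8 with the deeper library of each group as a term were added after the data had been seen. For voom, values were divided by the smallest step of their library.

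The window test was tested on simulated data with the means and depths of the real libraries. In Myo1-GFP low phosphate, 200 of 126242 windows were changed, and recovery was scored for low against high phosphate in Myo1-GFP. All libraries had the same dispersion. Contrasts of Myo1-GFP with NoIP were not scored, so their recovery and false calls are not known from this simulation. With a dispersion of 0.005, it recovered 17.5% of windows with a 2-fold change and 93.5% of those with a 4-fold change, and array weights recovered 99% and 99.5%. With a dispersion of 0.05, it recovered 0.5% and 76%, and array weights recovered 2% and 89%. No window was called in the unchanged contrast, low against high phosphate in NoIP, which holds none of the shallow libraries. In the changed contrast, array weights gave 3 and 7 false calls (2-fold and 4-fold) at a dispersion of 0.005, and 0 and 4 at 0.05. Equal weights gave 0 and 0 at 0.005, and 0 and 1 at 0.05. No pair of libraries within a group was a duplicate of the same reads, with a chi-square per window between 1.50 and 15.7 after scaling.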

Results

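Myo1-GFP chromatin immunoprecipitation was sequenced to ask whether the fission yeast class I myosin associates with chromatin, and whether phosphate changes this. Signal in 200 bp windows was available for 3 Myo1-GFP and 2 NoIP libraries in high phosphate and for as many in low phosphate. Depth, with the smallest step of each library read as 1 read, differed 30.8-fold between the deepest and the shallowest library. In high phosphate, Myo1-GFP replicates 1, 2 and 3 held 15.0 M, 31.6 M and 1.42 M reads summed over the overlapping windows, and NoIP replicates 1 and 2 held 10.8 M and 38.2 M. In low phosphate, the Myo1-GFP replicates held 43.8 M, 28.4 M and 1.80 M and the NoIP replicates held 20.4 M and 37.0 M. The median window had 8 reads in Myo1-GFP high phosphate replicate 3, 11 in Myo1-GFP low phosphate replicate 3, and at least 64 in the 8 deeper libraries. Both shallow libraries were Myo1-GFP libraries, so depth was not balanced between Myo1-GFP and NoIP.

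Across 126242 windows and all 10 libraries, the mean Pearson r of pairs within a group exceeded that of other pairs by 0.00330 (exact permutation test of the group labels, one-sided, p = 0.421, 25200 arrangements). Windows are not independent replicates, so the libraries were permuted. For the labels Myo1-GFP and NoIP alone the difference was -0.0582 (exact p = 0.919, 210 arrangements), and for high and low phosphate alone it was 0.0938 (exact p = 0.0238, 252 arrangements). Adjusted over these 3 tests, p for phosphate was 0.0714. The value for phosphate changed its side of 0.05 when NoIP low phosphate replicate 2 was left out (0.0780, exact p = 0.0556). Pairs with a shallow library had r between 0.309 and 0.504, and pairs of deeper libraries had r between 0.633 and 0.959. The largest r, 0.959, was between Myo1-GFP low phosphate replicate 1 and NoIP low phosphate replicate 2. Among the 8 deeper libraries alone, the difference was 0.0905 for the groups (exact p = 0.0571), -0.0278 for Myo1-GFP and NoIP (exact p = 0.771) and 0.1498 for phosphate (exact p = 0.0286, adjusted p = 0.0857).

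**Figure D1:**
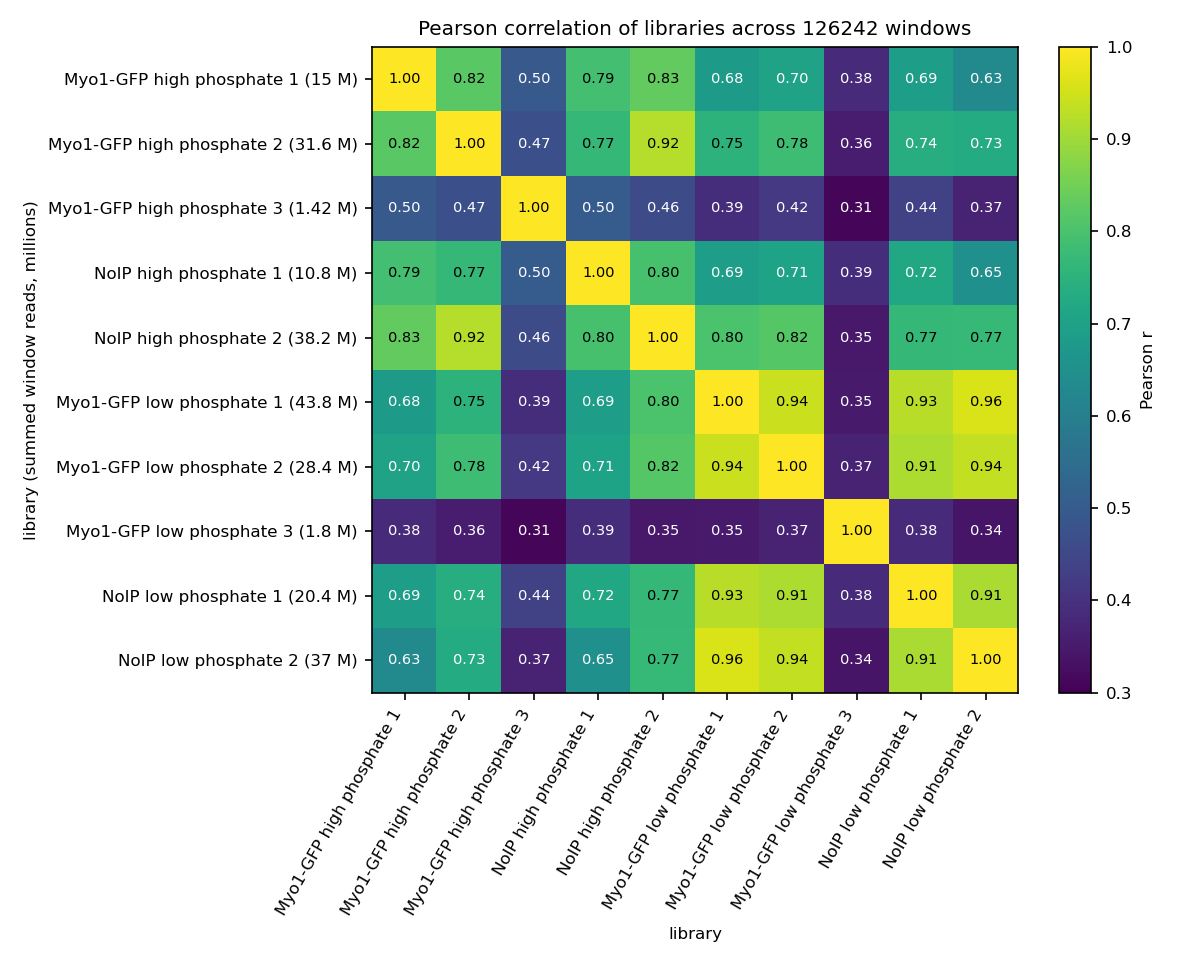
Pearson r across windows for each pair of the 10 libraries, on the centred log2 signal, with the summed window reads of each library (in M) beside its name. Pairs with a shallow library (replicate 3 of either Myo1-GFP group) lie between 0.309 and 0.504, and pairs of the other 8 libraries lie between 0.633 and 0.959.

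The comparison of Myo1-GFP with NoIP asked where tagged myosin gave more signal than the background. With limma and adjusted p under 0.05, 0 of 126242 windows differed in high phosphate (1513 at an unadjusted p under 0.05), 0 in low phosphate (154) and 0 over both conditions (1171). The smallest adjusted p was 0.99992, 0.974 and 0.947. The alternative that moved the first count most was voom with library quality weights, which gave 701 windows in high phosphate, 695 of them lower in Myo1-GFP. Array weights, which gave the shallow libraries weights of 0.112 and 0.0702, called 0 windows in high phosphate, 10 in low phosphate and 7 over both conditions. These 10 and 7 windows all lay on chromosome II between 1028001 and 1029100, upstream of myo1.

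No window passed in high phosphate, and the 3 with the smallest unadjusted p overlapped within the coding sequence of gpd1 (SPBC215.05, chromosome II, 4036201 to 4036600). At 4036301, Myo1-GFP was 0.56 ± 0.09 (SD, n = 3) and NoIP was 1.65 ± 0.26 (SD, n = 2) relative to the median window, a change of -1.09 ± 0.19 (SE, limma, adjusted p = 0.99992). The changes at the neighbouring windows 4036201 and 4036401 were -1.01 and -1.004. All 3 windows passed under voom and under no other alternative, with an adjusted p that ranged from 0.0190 to 0.999996. In low phosphate the window at 4036301 stood at 1.29 ± 0.04 (SD, n = 3) in Myo1-GFP and 1.45 ± 0.19 (SD, n = 2) in NoIP.

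Over both conditions, the 3 windows with the smallest unadjusted p lay side by side on chromosome II from 1028001 to 1028400. They lay between myo1 (SPBC146.13c, highest coordinate 1027973) and sec26 (SPBC146.14c, lowest coordinate 1028878). Both genes are on the minus strand, so this stretch was upstream of myo1 and downstream of sec26. The annotation places a long non-coding RNA there. At 1028201, Myo1-GFP stood at 1.06 ± 0.11 (SD, n = 3) in high phosphate and 1.45 ± 0.08 (SD, n = 3) in low phosphate, and NoIP at 0.11 ± 0.28 (SD, n = 2) and 0.27 ± 0.20 (SD, n = 2). The change was 1.06 ± 0.14 (SE, limma, unadjusted p = 1.5e-05, adjusted p = 0.947), and under array weights it was 1.02 ± 0.11 (SE, limma, adjusted p = 0.00109). Over all alternatives for this window the change kept its direction and the adjusted p ranged from 0.00109 to 0.999998. The windows at 1028101 and 1028001 changed by 1.03 and 0.90. In low phosphate alone, the windows at 1028701, 1028101 and 1028201 had the smallest unadjusted p, with changes of 1.17, 1.16 and 1.18. In all these windows, every Myo1-GFP library lay above every NoIP library of the same condition. Over the 35 windows in the myo1 coding region (1024233 to 1027930), the median change over both conditions was -0.15.

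**Figure D2:**
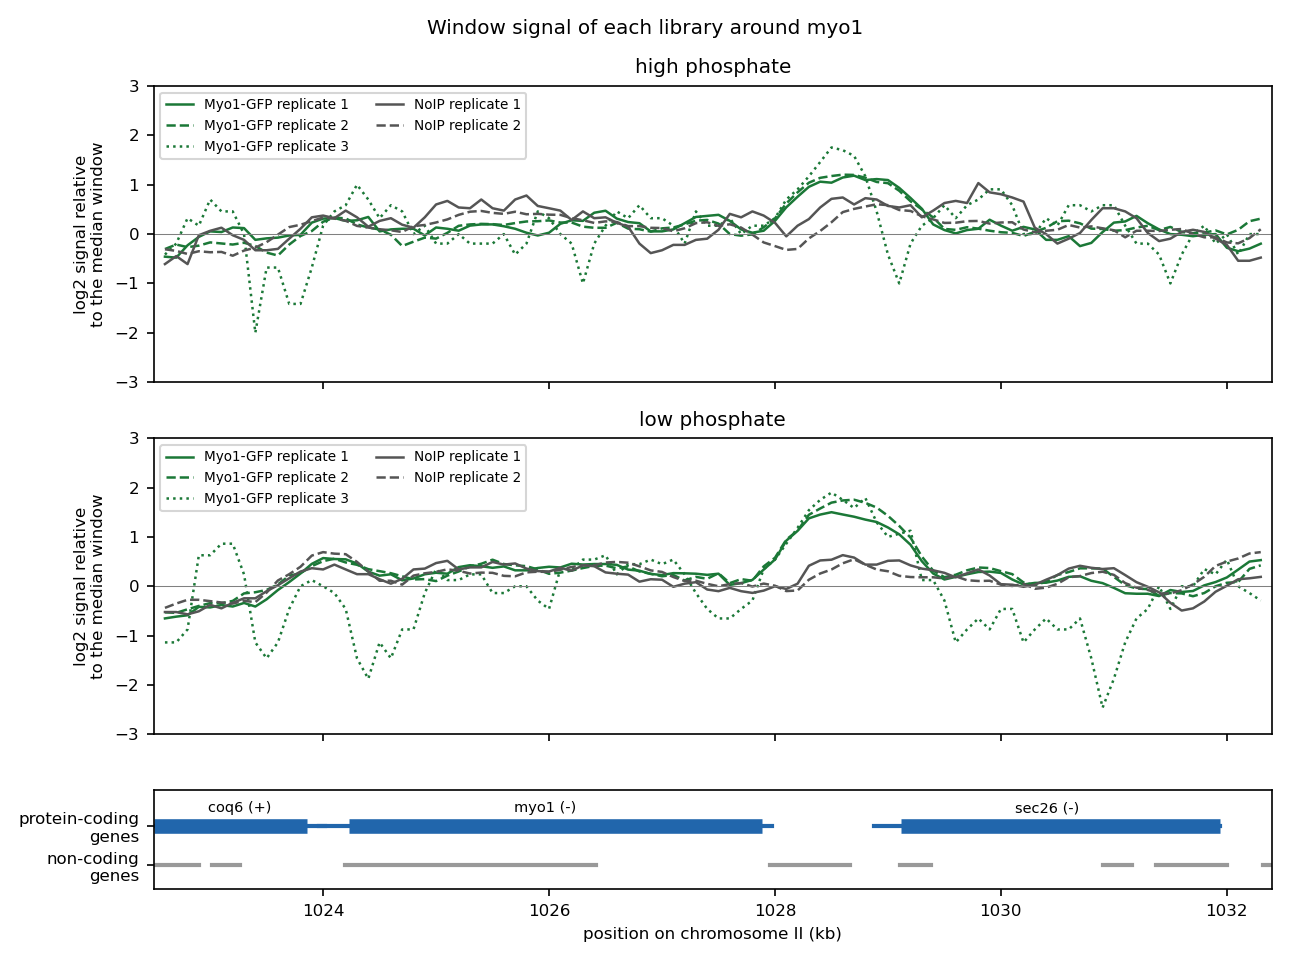
Centred log2 signal per window along chromosome II (kb) around myo1, with high phosphate above, low phosphate in the middle and annotated genes below (thick bars are coding sequence). Green lines are the Myo1-GFP replicates and grey lines the NoIP replicates, and at 1028201 the Myo1-GFP means are 1.06 and 1.45 against NoIP means of 0.11 and 0.27.

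The comparison of low with high phosphate asked whether signal moved with the medium, and NoIP served as its background. In Myo1-GFP, 22 of 126242 windows in 13 regions passed the threshold, all higher in low phosphate (10093 at an unadjusted p under 0.05). In NoIP 0 windows passed (5784 at an unadjusted p under 0.05). The count in Myo1-GFP changed most under voom, with 15520 windows. It fell to 0 in 9 of the 10 fits that left out 1 library, and rose to 621 without Myo1-GFP low phosphate replicate 3. The same omission gave 421 windows in NoIP. The 5 regions with the largest changes had their best windows at chromosome III 346701 (2.17 ± 0.26, SE, limma, adjusted p = 0.0449), III 1703801 (2.11 ± 0.20, adjusted p = 0.0359), II 3008801 (1.898 ± 0.18), I 383101 (1.89 ± 0.19) and II 4159801 (1.87 ± 0.19), the last 3 also with adjusted p = 0.0359. Over the alternatives the adjusted p of these windows ranged from 7.7e-07 to 0.294. None of these windows held coding sequence. The windows at III 346701, II 3008801 and I 383101 lay over non-coding RNAs, the window at III 1703801 over no annotated gene, and that at II 4159801 between pgk1 and sam1 over non-coding RNAs.

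The same 22 windows were higher in low phosphate in NoIP as well. Their median change was 1.73 in Myo1-GFP and 1.55 in NoIP, where it ranged from 1.12 to 1.98. In all 22, both NoIP libraries from low phosphate lay above both from high phosphate, an order that 24.0% of all windows had. The 3 NoIP windows with the smallest unadjusted p were II 4159801 (1.98 ± 0.23, SE, limma, adjusted p = 0.163), I 3664401 (1.71) and I 3664301 (1.85). Under array weights, 10189 windows passed in Myo1-GFP and 5374 in NoIP, and all 4501 shared windows changed in the same direction. For independent sets, 434 shared windows would be the number. Both contrasts used the same variance estimate of each window and neighbouring windows overlap, so more could be shared without a common change. Across windows, which are not independent replicates, the change in Myo1-GFP and the change in NoIP had r = 0.380 (exact permutation test of the phosphate labels within each kind of library, p = 0.0167, the smallest that 120 arrangements allow). In the 8 deeper libraries, r was 0.729 (exact p = 0.0556, the smallest that 36 arrangements allow). The interaction test gave 0 windows (406 at an unadjusted p under 0.05). Its 3 windows with the smallest unadjusted p were II 4036001 and II 4035901 over gpd1 (1.08 and 1.32) and III 1094801 in the centromere (-1.41), each with adjusted p = 0.999999.

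**Figure D3:**
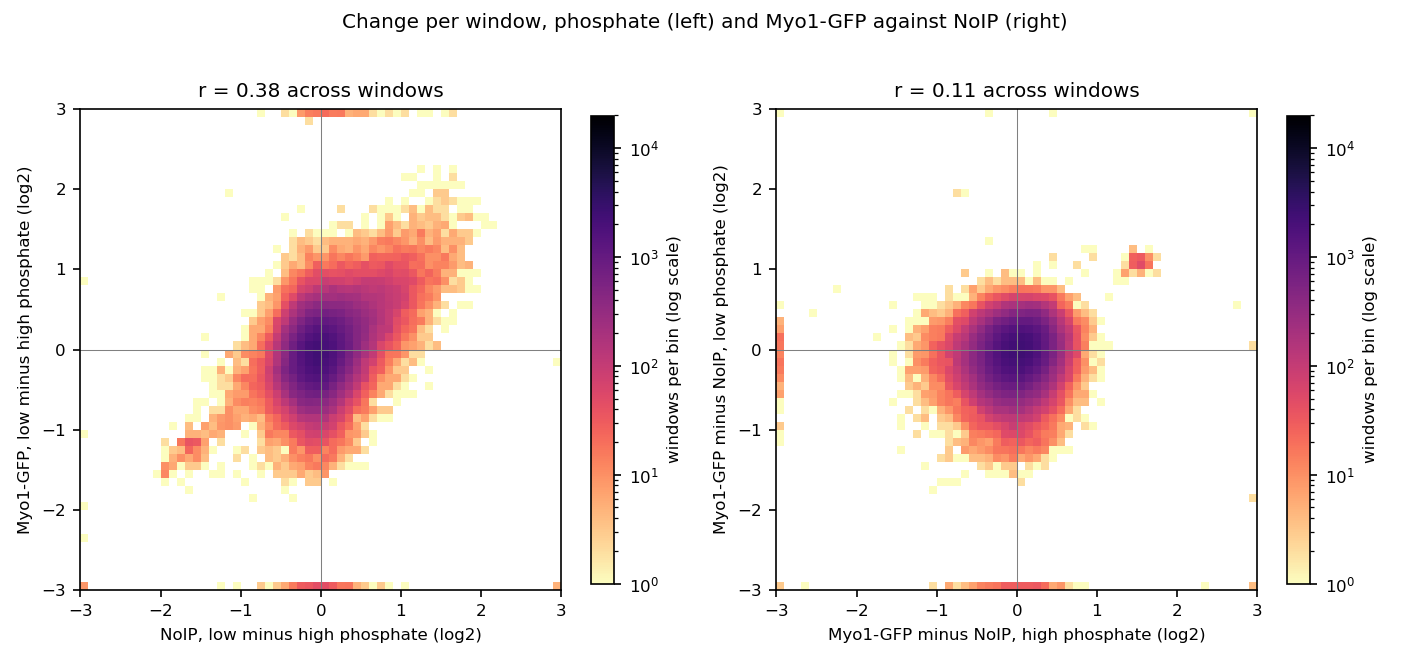
Numbers of windows by their log2 change, with low minus high phosphate in NoIP and Myo1-GFP on the left and Myo1-GFP minus NoIP in high and low phosphate on the right, where changes beyond the axes are drawn at the edge. The correlation across windows is 0.38 on the left and 0.11 on the right.

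The change of Myo1-GFP against NoIP in high phosphate and that in low phosphate had r = 0.107 across windows (exact permutation test within each condition, one-sided, p = 0.2, 100 arrangements). Without the region around myo1 it was 0.107 as well, and in the 8 deeper libraries it was 0.180 (exact p = 0.278).

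Of the 6 classes of windows, 0 passed between Myo1-GFP and NoIP (exact permutation within condition, adjusted p between 0.82 and 1), and 0 were at an unadjusted p under 0.05. A single differing class could not have passed, since the smallest exact p of 0.01 gives it an adjusted p of at least 0.06. Mitochondrial windows had the largest difference, 1.30 (exact p = 0.21). They stood at 3.53 ± 1.31 (SD, n = 3) in Myo1-GFP and 2.01 ± 0.41 (SD, n = 2) in NoIP in high phosphate, and at 3.10 ± 2.11 (SD, n = 3) and 2.03 ± 0.51 (SD, n = 2) in low phosphate. The shallow libraries had the highest values, 4.996 and 5.53, and the difference was 0.33 in the 8 deeper libraries (exact p = 0.389) and 0.69 without Myo1-GFP low phosphate replicate 3. For tRNA the difference was -0.17 (exact p = 0.41), and -0.26 in the 8 deeper libraries (exact p = 0.0556, the smallest that 36 arrangements allow, adjusted p = 0.333). With 1 library left out it ranged from -0.31 (without Myo1-GFP high phosphate replicate 3) to -0.092 (without NoIP low phosphate replicate 1). Differences were 0.05 for centromeres, 0.0045 for rRNA, -0.012 for telomere ends and -0.04 for protein-coding gene bodies (-0.0084 without Myo1-GFP low phosphate replicate 3). The signs for centromeres, rRNA, telomere ends and gene bodies flipped under some alternatives.

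In the list of 10 genes, 0 passed between Myo1-GFP and NoIP, adjusted over the list alone. A single gene at the smallest exact p of 0.01 would have had an adjusted p of 0.1, so it could not have passed either. At an unadjusted p under 0.05 there was 1, tdh1 (SPBC32F12.11, II 2807595 to 2809051), which changed by -0.37 (exact p = 0.03, adjusted p = 0.25). The next was fba1 (SPBC19C2.07) with -0.39 (exact p = 0.05, adjusted p = 0.25). They changed by -0.33 and -0.32 in the 8 deeper libraries (exact p = 0.111 for both). The tagged gene, myo1 (II 1023963 to 1027973), changed by -0.09 (exact p = 0.39). The phosphate-responsive genes pho1, pho84 and tgp1 changed by -0.12, 0.05 and -0.18, with exact p of 0.6, 0.87 and 0.33. Without Myo1-GFP low phosphate replicate 3, myo1 was at -0.020 and tgp1 at -0.072. The signs of pho1 and pho84 flipped under alternatives. All 6 strongly transcribed genes stood above the median window in NoIP too, for example tdh1 at 1.85 ± 0.29 (SD, n = 2) in high phosphate and 1.07 ± 0.13 (SD, n = 2) in low phosphate, against 1.16 ± 0.15 (SD, n = 3) and 1.01 ± 0.05 (SD, n = 3) in Myo1-GFP. Reads of tdh1, eno101 and tef101 may have been shared with near-identical gene copies, which makes their values uncertain. Between low and high phosphate in Myo1-GFP, 0 of 10 genes passed and none was at an unadjusted p under 0.05, which 3 against 3 libraries cannot reach. The smallest exact p, 0.1, belonged to eno101 (-0.61), pgk1 (-0.66) and adh1 (-0.36). These were -0.297, -0.69 and -0.148 in the 8 deeper libraries, and without Myo1-GFP high phosphate replicate 3 eno101 was at -0.38 and adh1 at -0.19. In NoIP these 3 genes changed by -0.86, -1.30 (pgk1) and -0.66 (adh1), so the body of pgk1 was lower in low phosphate while the window upstream of it was higher.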

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

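The fits that left out 1 library were fixed in advance, and all other weighing tests in this part were chosen only after the result was seen. Among 33 features, each examined in both contrasts, 4 changed in opposite directions in different groups, with every library of one group moving one way and every library of the other the opposite way. Of these 4, 3 had been named because their interaction p was among the smallest, so a share of such patterns was built in. The separation itself was not tested, and limma's interaction test gave an adjusted p of 0.999999 for each of those 3.

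The window at chromosome II 1028701, upstream of myo1, was higher in low than in high phosphate in Myo1-GFP and lower in NoIP, with a difference between the changes of 0.68. It belongs to the block upstream of myo1 described among the other observations. In the 8 deeper libraries the Myo1-GFP excess over that block had a median of 0.86, at 0.63 in high and 1.07 in low phosphate, so the shallow libraries did not create the excess. The interaction test included this window and did not pass there, and an effect of phosphate on Myo1-GFP signal is neither shown nor excluded by this.

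The windows at II 4036001 and II 4035901, in the coding sequence of gpd1, were higher in low phosphate in Myo1-GFP and lower in NoIP, with differences of 1.08 and 1.32. In high phosphate NoIP stood at 1.56 ± 0.31 (SD, n = 2) at the first window and Myo1-GFP at 0.50 ± 0.08 (SD, n = 3). In the 8 deeper libraries with the deeper library of each group as a term, the differences were 0.98 and 0.999, so both differences were there without the shallow libraries. No other technical or biological explanation was tested for them, and with adjusted p that high a chance difference stays open too. Such a pattern was not seen at gpd1 alone. Over listed strongly transcribed genes, Myo1-GFP minus NoIP in high phosphate was -0.69 (tdh1), -0.59 (pgk1), -0.47 (fba1), -0.39 (eno101) and -0.34 (adh1). In low phosphate these genes stood at -0.05, 0.06, -0.32, -0.15 and -0.05. The gene tef101 went the other way, with -0.07 in high and -0.17 in low phosphate.

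The window at III 1094801, in the centromere of chromosome III, showed the reverse, with a difference of -1.41. Myo1-GFP was higher than NoIP in high phosphate and lower in low phosphate. The NoIP libraries from high phosphate stood at -0.91 and -0.92, so leaving out either of them (-1.40 or further from 0) could not move the interaction and weighs no explanation. The shallow Myo1-GFP high phosphate replicate 3 stood at 0.46, against -0.15 and -0.43 in the other replicates. With 1 Myo1-GFP library left out the interaction ranged from -1.61 (without replicate 2 from high phosphate) to -1.16 (without that shallow library), and in the 8 deeper libraries with the depth term it was -1.08. Centromere repeats hold reads that align to several copies, and the centromere windows were among those that moved with depth (described among the other observations), so a technical source stays open, as does an effect of phosphate.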

How the results depend on the processing

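The pseudocount of 1000, voom, the 8 deeper libraries alone and these with a depth term were chosen after seeing the data, and every other alternative was fixed in advance. Where a result moved, the cause was not tested unless stated. Simulated data with these depths held a 2-fold change between low and high phosphate in Myo1-GFP. It was recovered in 17.5% of windows with equal weights and 99% with array weights at a dispersion of 0.005. At 0.05 it was recovered in 0.5% and 2%. What the shallow libraries cost this equal-weight test thus depends on the dispersion, and contrasts of Myo1-GFP with NoIP were not scored.

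For Myo1-GFP against NoIP in high phosphate, 0 windows became 701 under voom with library quality weights, 695 of them lower in Myo1-GFP. Low phosphate gave 10 windows under array weights, 7 under voom and 8 in the 8 deeper libraries with the deeper library of each group as a term. Over both conditions these 3 fits gave 7, 5 and 10 windows. All windows of these 3 fits in low phosphate and over both conditions lay in the block upstream of myo1. Every other alternative gave 0, as did each fit that left out 1 library. The interaction gave 0 windows under every alternative run.

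For low against high phosphate in Myo1-GFP, 22 windows (all higher) became 0 with only the groups compared, without centring, without a trend and at an adjusted p under 0.01, which is a stricter threshold. It became 13 with averages of 5 windows (fewer windows tested), 552 under quantile normalization (503 higher), 128 with the GC correction, 10189 under array weights (9194 higher), 15520 under voom (11162 higher), 4972 in the 8 deeper libraries (4781 higher) and 7627 in these with the depth term (6972 higher). The remaining alternatives except the block gave 23 to 27. Leaving out 1 library gave 0 to 621, with 621 only without Myo1-GFP low phosphate replicate 3. In NoIP, 0 became 3202 with only the groups compared, 201 under quantile normalization (127 higher, 74 lower), 5374 under array weights, 9755 under voom (5403 higher, 4352 lower), 7336 in the 8 deeper libraries and 11061 with the depth term. Leaving out 1 Myo1-GFP library gave 0 to 421, with 421 without Myo1-GFP low phosphate replicate 3. No NoIP library was left out for this contrast, since 1 would have remained in its group. The NoIP change itself was therefore the same in these fits, and the range does not show how stable it was.

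A replicate block gave 40 windows for low against high phosphate in Myo1-GFP, and 48 together with the GC correction. It changed no other count. Deviations of libraries with the same replicate number from their group means had r between -0.177 and 0.367 and were not all above 0.1, so the numbers were not taken to pair the libraries. A sequencing run shared by libraries with the same number is not excluded, since replicate 3 was the shallow library in both Myo1-GFP groups.

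Of the 484 comparisons of the 20 named windows with alternatives, 383 kept their side of the threshold, 62 lost it, 39 gained it and 0 changed direction. The difference between same-group and other pairs (0.00330) was 0.0905 in the 8 deeper libraries, -0.00122 without mitochondrial and highest windows, and ranged from -0.0261 to 0.0320 with 1 library left out. It was negative without NoIP high phosphate replicate 1 (-0.0155), NoIP low phosphate replicate 1 (-0.0198) or replicate 2 (-0.0261). For the labels Myo1-GFP and NoIP (-0.0582) it ranged from -0.0889 to -0.0274 with 1 library left out. For phosphate labels it ranged from 0.0780 to 0.116, and only the omission of NoIP low phosphate replicate 2 moved exact p above 0.05.

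No class and no gene passed under any alternative, which says little about stability. A single class or gene at the smallest exact p would have had an adjusted p of 0.06 or 0.1 between Myo1-GFP and NoIP, and no gene could reach 0.05 between low and high phosphate. Of 89 class comparisons, 20 changed direction. The rRNA difference was -0.026 without centring, -0.0037 with the GC correction and -0.42 in the 8 deeper libraries, and ranged from -0.31 (without NoIP high phosphate replicate 2) to 0.32 with 1 library left out. Centromeres gave -0.11 in the 8 deeper libraries and -0.14 (without NoIP high phosphate replicate 2) to 0.24 with 1 left out. Telomere ends gave 0.034 for medians, 0.0039 with the GC correction and 0.0046 above 0 in all libraries, and -0.17 to 0.15 (without NoIP high phosphate replicate 1) with 1 left out. Gene bodies gave 0.0037 for medians. The GC correction has no mitochondrial value.

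Of 260 gene comparisons, 14 changed direction. In the 8 deeper libraries, pho1 changed by 0.11 between Myo1-GFP and NoIP. Between low and high phosphate, the 8 deeper libraries gave 0.23 for pho84, 0.013 for tgp1 and 0.098 for tef101. With 1 library left out, Myo1-GFP against NoIP ranged from -0.23 to 0.015 for pho1 (positive without Myo1-GFP low phosphate replicate 3), from -0.14 to 0.23 for pho84 (lowest without NoIP low phosphate replicate 2) and from -0.27 to 0.028 for tef101 (positive without NoIP high phosphate replicate 1). Low against high phosphate ranged from -0.051 to 0.17 for myo1 (lowest without Myo1-GFP low phosphate replicate 1), from -0.29 to 0.15 for pho84 and -0.25 to 0.078 for tgp1 (both highest without Myo1-GFP low phosphate replicate 3), and from -0.40 to 0.097 for tef101 (highest without Myo1-GFP high phosphate replicate 3).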

Other observations

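The tests of gene copies at puc1 and leu1, of GC content, of the correlation between conditions and of other splits with equal weights or with the depth term were chosen before their result was seen, and all other tests in this part were chosen only after it was seen.

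A block upstream of myo1 (chromosome II, 1028001 to 1029100, 10 windows) was singled out after its values were seen, so a test on its windows would be void. Its mean signal was 1.03 ± 0.03 (SD, n = 3) in Myo1-GFP and 0.37 ± 0.19 (SD, n = 2) in NoIP in high phosphate, and 1.42 ± 0.10 (SD, n = 3) and 0.34 ± 0.10 (SD, n = 2) in low phosphate. Low depth of the shallow libraries would not account for it, since every deeper Myo1-GFP library lay above every NoIP library in 10 of 10 windows. Elsewhere on chromosomes I, II and III, the highest mean over as many neighbouring windows in the 8 deeper libraries was 0.97, next to ura4. Signal at ura4 itself stood out in 1 library (described below), and whether that library set this mean is left open. Without ura4 the highest mean was 0.38, against 0.86 in the block. The lowest such mean was -0.60, so in absolute size the block stood less far apart. A tagging construct inserted by crossover at puc1 or leu1 is argued against by the windows of these genes, whose largest changes were at the percentiles 70.2 and 47.3 among 5091 protein-coding genes. A candidate explanation is an extra DNA copy of this stretch in the tagged strain. It would give about 1 in both conditions with flat sides, and the block had a median of 0.86 in the 8 deeper libraries (0.63 in high and 1.07 in low phosphate) with a median of -0.04 over the myo1 coding region. Signal from Myo1-GFP itself, as the biological alternative, was not tested separately. These cannot be told apart, because every comparison of Myo1-GFP with NoIP also compared strains. Whether the pulldown differed as well is left open by the labels.

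For Myo1-GFP against NoIP with equal weights, 100 of 100 splits of the libraries within each condition gave as many windows, which follows from a count of 0. One of them, which set the shallowest library of each group against the rest, gave 1645 windows. With array weights, 6 of 100 splits gave at least the 7 windows of the real one, but the others were not arbitrary. Those with 2561 and 1340 windows parted all libraries of each condition by depth. Those with 2185 and 1443 windows parted the 8 deeper libraries of each condition by depth, but left both shallow libraries or Myo1-GFP low phosphate replicate 3, respectively, on the deeper side. The one with 9 windows was the real split with the shallow libraries moved to the NoIP side. Depth is thus mixed into this count of splits, and a grouping by chance is neither shown nor excluded by it. In the 8 deeper libraries with depth as a term, the real split gave 10 windows, all in the block, and 1 of the 8 splits that keep condition and depth side (the real one) gave as many. With 8 splits the share cannot go below 0.05, so this count cannot decide on a grouping by chance. The values of the 10 block windows cannot decide on it either. These windows were picked because they passed under array weights, which counted the shallow libraries least. A large change and a separation in the deeper libraries were thus partly built in. What the values show is how far the block stood from the rest. The block windows changed by 0.69 to 1.01 in the 8 deeper libraries, against an SD of 0.139 over all windows. Without ura4, means over as many neighbouring windows elsewhere lay between -0.60 and 0.38. Every deeper Myo1-GFP library lay above every NoIP library in 10 of 10 block windows. Outside the myo1 region, the correlation across windows between the changes in both conditions had p = 0.2 (exact permutation test within each condition). It was 0.107 with and without that region, so even the block did not move it. Signal at few windows would therefore be missed by this correlation, however strong. Neither a weak signal nor a local one is excluded by this test.

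The phosphate change appeared in NoIP as well as in Myo1-GFP. A change of Myo1-GFP binding as its source is argued against by NoIP, which changed by a median of 1.55 at the 22 windows that passed in Myo1-GFP. GC content bias is argued against by the correlation of both changes, which was 0.385 after the GC correction. Of the 10 splits of the 6 Myo1-GFP libraries, 1 (the real one) gave as many windows, and 10 splits cannot give a share below 0.1. A difference over gene starts may contribute. Per library, the median of coding sequence windows was subtracted from the median of windows within 300 bp upstream of protein-coding genes. This difference rose by 0.24 from high to low phosphate (exact permutation p = 0.0167, the smallest that 120 arrangements allow). Whether upstream signal rose or coding signal fell was not separated. The difference stood at -0.17 ± 0.12 (SD, n = 3) in Myo1-GFP and -0.19 ± 0.10 (SD, n = 2) in NoIP in high phosphate. In low phosphate it stood at 0.03 ± 0.02 (SD, n = 3) and 0.10 ± 0.08 (SD, n = 2). Among the 8 deeper libraries the rise was 0.25 (exact permutation p = 0.0556, the smallest that 36 arrangements allow). Whether chromatin accessibility, fragment size or sequencing run differed with phosphate cannot be read from the labels, so a batch that follows the medium is not separable from the medium.

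Mitochondrial signal was higher in Myo1-GFP libraries by 1.30 on average, and by 0.33 in the 8 deeper libraries. Low depth of 2 Myo1-GFP libraries would go with this, since those had the highest mitochondrial values. The deeper libraries from high phosphate stood at 3.13 and 2.47 in Myo1-GFP and at 2.30 and 1.72 in NoIP. Those from low phosphate stood at 1.70 and 2.09 in Myo1-GFP and at 2.39 and 1.67 in NoIP, so no excess was seen there.

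Windows also differed by depth within the groups, which was noticed from the other splits. With the deeper library of each of the 4 groups set against the less deep one, 1647 windows passed and 1630 were lower in the deeper library, with a median of -0.68. The other 7 splits that part each pair gave 0. Of the lower windows, 36.3% lay in centromere, telomere end, rRNA or tRNA windows, against 2.57% of all tested windows, and their median signal percentile was 94.1. GC content bias as the whole source is argued against, since 88.9% of these windows still passed after the GC correction. Whether duplicate reads had been removed stays open. With the smallest step read as 1 read, 380 windows held more reads in all 8 deeper libraries than 598. That is the number of start positions available to 100 bp reads on both strands. It limits single-end reads only, and the paper's section on library preparation names paired-end sequencing. A difference between sequencing runs in read length or alignment may be involved, but the labels do not give it per library.

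The gene ura4 (SPCC330.05c, chromosome III, 115589 to 116625) was found by a scan for windows where the 8 deeper libraries differed, outside the naming rule. In Myo1-GFP high phosphate replicate 2 its 9 windows averaged 51.5% of the median window, and in the other 9 libraries between 0% and 8.33%. A mislabelled NoIP library is argued against, since the mean of this library over the myo1 block was 1.05, against 0.999 and 1.05 in the other Myo1-GFP libraries from high phosphate and at most 0.50 in NoIP. A mixture of cells with and without ura4 may explain it. The median ura4 window lay at percentile 0.144 of all windows of that library, as a mixture would give, but no other library shows the level of this locus when it is intact. The labels give no ura4 genotype, and no biological explanation was tested.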
